# Alteration of Hepatic Gene Expression along with the Inherited Phenotype of Acquired Fatty Liver in Chicken

**DOI:** 10.3390/genes9040199

**Published:** 2018-04-08

**Authors:** Yonghong Zhang, Zhen Liu, Ranran Liu, Jie Wang, Maiqing Zheng, Qinghe Li, Huanxian Cui, Guiping Zhao, Jie Wen

**Keywords:** chicken, fatty liver, susceptible breed, gene expression, inherited phenotype

## Abstract

Fatty liver is a widespread disease in chickens that causes a decrease in egg production and even death. The characteristics of the inherited phenotype of acquired fatty liver and the molecular mechanisms underlying it, however, are largely unknown. In the current study, fatty liver was induced in 3 breeds by a high-fat (HF) diet and a methionine choline-deficient (MCD) diet. The results showed that the dwarf Jingxing-Huang (JXH) chicken was more susceptible to fatty liver compared with the layer White Leghorns (WL) and local Beijing-You (BJY) breeds. In addition, it was found that the paternal fatty livers induced by HF diet in JXH chickens were inherited. Compared to birds without fatty liver in the control group, both offsprings and their sires with fatty livers in the paternal group exhibited altered hepatic gene expression profiles, including upregulation of several key genes involved in fatty acid metabolism, lipid metabolism and glucose metabolism (*ACACA*, *FASN*, *SCD*, *ACSL5*, *FADS2*, *FABP1*, *APOA4* and *ME1*). This study uniquely revealed that acquired fatty liver in cocks can be inherited. The hepatic gene expression profiles were altered in chickens with the inherited phenotype of acquired paternal fatty liver and several genes could be candidate biomarkers.

## 1. Introduction

Fatty liver, also known as fatty liver syndrome or fatty liver hemorrhagic syndrome, is a metabolic disease which is likely caused by nutritional, hormonal, environmental and genetic factors [1,2,3,4,5]. Although it is widespread in laying hens [6], fatty liver is often ignored because its symptoms are not as obvious as those of infectious diseases. Compared with infectious diseases, the mortality of fatty liver is lower. Nevertheless, it can cause decreased egg production, fertilization rate and hatching rate, which lead to economic losses in the poultry industry [7].

Fat metabolism in the liver is in a dynamic balance under physiological conditions. Lipid homeostasis is disrupted when disorders of metabolic pathways occur, such as lipid absorption, lipid synthesis, β-oxidation and lipoprotein transport, during which lipid accumulates excessively in the liver, thereby leading to fatty liver [8,9].

The study of fatty liver is difficult because it is often irregular and not easy to diagnose before death. Accordingly, it is important to establish an experimental model. Environmental and genetic factors, and their interactions, play important roles in the phenotypic generation and pathogenesis [10,11,12]. Nutritional factors can induce fatty liver in chickens [13]. High-energy, low-protein diet increases hepatic fatty acid biosynthesis and decreases or blocks lipoprotein synthesis. As a result, the ability to transport lipids, as lipoproteins, from liver cells to blood is inadequate, and thus lipids accumulate in the liver. Nutritional factors, including choline, phospholipids, vitamin B and vitamin E, are also important materials in hepatic lipoprotein synthesis [14,15]. Deficiency of those nutrients decreases lipoprotein synthesis or blocks lipid transport, leading to excessive fat accumulation in the liver. Likewise, genetic factors greatly influence the susceptibility to fatty liver [16,17,18]. Accordingly, fatty liver was induced in 3 breeds, namely dwarf Jingxing-Huang (JXH), layer White Leghorns (WL) and local Beijing-You (BJY), by 2 types of diets (high fat (HF) diet and methionine choline-deficient (MCD) diet) in the current study conducted to screen for the best fatty liver chicken model.

Many acquired traits related to fat metabolism are inherited in humans, mice and pigs [19,20,21,22]. Studies have shown that paternal diabetes in mammals could be transgenerationally inherited [23]. Additionally, Bruce et al., found that inducing female mice by high-fat diet led to the development of nonalcoholic fatty liver disease (NAFLD) in offspring and altered gene expression in liver [24]. Unlike in mammals, lipids and lipoproteins are mainly synthesized in the liver of chickens and male chickens are the homogametic sex (ZZ). Thus, the characteristics of the inherited phenotype of fatty liver in chickens are far from clear. In the present study, the effects of parental fatty liver on the offspring and the associated underlying molecular basis were investigated.

## 2. Materials and Methods

### 2.1. Ethics Approval

All the animal experiments were conducted in accordance with the guidelines for experimental animals established by the Ministry of Science and Technology (Beijing, China). Ethical approval on animal survival was given by the animal ethics committee of the Institute of Animal Sciences (IAS, Kaunas, Lithuania), Chinese Academy of Agricultural Sciences (CAAS, Beijing, China) with the following reference number: IASCAAS-AE-03.

### 2.2. Birds and Treatments

Three hundred one-day-old chickens from each of the three studied breeds, namely JXH, WL and BJY, were used. The JXH is a cultivated dwarf chicken line, WL is a commercial layer line, and BJY is a native Chinese breed used for meat and egg production. The animals of each group came from a closed population of the same breed. The number of males and females was the same. All birds were reared in stair-step caging using standard conditions of temperature, humidity, light and ventilation. From week 1 to 17, the same diet was fed to all chickens and was formulated to be intermediate among recommendations for the different breeds. The starter ration (week 1 to 8) contained 18.5% crude protein and 2.87 methionen choline (MC)/kg. The ration from week 9 to 17 contained 15.2% crude protein and 2.83 MC/kg. The fatty liver induction experiment was conducted from week 19 to 25 after one week of adaptation feeding. Groups of 120 males and 120 females with comparable body weight were selected from each breed and randomly assigned to three dietary treatments, each with four replicates. For the basal diet group, each replicate had five chickens. For the HF diet and MCD diet, each replicate had 10 chickens. The composition and nutrient levels of the HF, basal and MCD diets given to chickens from week 18 to 25 are listed in Table 1. The basal diet was formulated based on the NRC (1994) and NY/T (33–2004) to meet the nutrient requirements for chickens [25,26]. Feed and water were provided *ad libitum* during the experiment. The time of sample collection for the study with three breeds was at the end of the 25th week. A graphic representation of the experimental procedures is given in Figure 1.

### 2.3. Birds for Analysis of the Fatty Liver Inheritance Pattern

The initial breed and diet comparison indicated that the JXH chickens with the HF diet treatment would be the most appropriate to study the underlying genetics, so no other breeds were used to study the next generation. To investigate the inheritance of fatty liver, this disease was induced in a paternal inheritance group (20♂:60♀) and a maternal inheritance group (9♂:45♀) of JXH chickens with the HF diet, while the JXH chickens of the control group (10♂:50♀) were fed with the basal diet. After reproduction of the F1 generation chickens, the F0 poultry birds were slaughtered and examined to double-check the presence of fatty liver at the end of the 36th week. Ultimately, there were eight males with fatty liver that were bred with 18 females without fatty liver and used for the paternal inheritance study; the four males without fatty liver were bred with 12 females with fatty liver and used for the maternal inheritance study; the six normal males and 14 normal females were used as controls, as shown in Figure 2. The HF diet was introduced from week 18 to 36 for chickens in the paternal and maternal inheritance groups, while the control group received the basal diet of F0 generation. The chickens of the F1 generation were raised with the basal diet without induction of fatty liver (Table 2). The time of sample collection from the F0 and F1 generation of the JXH chickens for inheritance pattern study was at the end of the 36th week.

### 2.4. Sample Collection

Blood samples were drawn from the left-wing vein, and then serum was isolated after incubation for 1 h at 37 °C. Chickens were stunned and killed by approved methods, then a piece of liver was snap-frozen in liquid nitrogen and stored at −80 °C for RNA extraction. Another piece of liver was fixed for 48 h in 4% paraformaldehyde solution (Beijing Solarbio Science and Technology Co., Ltd., Beijing, China) for histological analysis using hematoxylin-eosin (H&E) and oil red O staining. 

### 2.5. Serum Indices and Histology

The triglyceride (TG), total cholesterol (CHOL), low-density lipoprotein (LDL-CHOL) and high-density lipoprotein (HDL-CHOL) concentrations in the serum were measured by North Biological Technology Co., Ltd. (Beijing, China). Fixed liver samples were processed for sectioning and then stained with H&E or oil red O by Beijing Xuebang Science and Technology Co., Ltd. (Beijing, China).

### 2.6. Assessment of Fatty Liver

The degree of fatty liver was assessed by examining the H&E and oil red O histopathology. The extent of fatty degeneration was graded from −33 to 50% (mild), 50 to 75% (moderate) and >75% (severe). The whole-liver phenotype and serum indices were also evaluated.

### 2.7. RNA Extraction and Sequencing

The 6 samples used for RNA-seq analysis were obtained from the F1 generation of JXH chickens (3 birds with fatty liver from the paternal group and 3 without from the control group). The same 6 chickens, along with their sires in F0 and 6 additional F1 half-sibs showing the corresponding phenotypes were used for quantitative real time polymerase chain reaction (qRT-PCR) analysis. Total RNA was extracted from frozen liver using an RNA Isolation Kit (TIANGEN, Beijing, China). After treatment with RNase-Free DNase I (New England Biolabs, Ipswich, MA, USA), total RNA was extracted with phenol-chloroform and precipitated with ethanol. The quality and concentration of the total RNA were determined with a NanoDrop 2000 spectrometer (Thermo Fisher Scientific, Waltham, MA, USA) and its integrity was further verified by agarose gel electrophoresis. mRNA was enriched from the total RNA using oligo-d(T) probes for polyA selection. The enriched mRNA was fragmented into short fragments of around 200 bp in fragmentation buffer. The fragmented mRNA was converted into complementary DNA (cDNA) using random hexamers. The double-stranded cDNA was subsequently subjected to end repair, adapter ligation, and fragment selection. The libraries, generated by PCR amplification, were sequenced by HiSeq 2500 (Illumina, San Diego, CA, USA).

### 2.8. Differential Expression Analysis

The sequenced data was filtered with the Sickle and SeqPrep software to remove the noise and low-quality sequences [27,28]. The clean reads were mapped on the reference genome of *Gallus*_*gallus*_5.0. The clean data generated have been deposited in the GEO and are publicly accessible accession no. GSE111909. The expression abundance of the unigenes was calculated according to fragments per kilobase of exon per million (FPKM) fragments mapped. Differentially expressed genes (DEGs), with a false discovery rate (FDR) < 0.05, were selected as the criteria for significant differences.

### 2.9. Functional Enrichment Analysis of Differentially Expressed Genes

In order to investigate the biological function of the DEGs, gene ontology (GO) enrichment and Kyoto encyclopedia of genes and genomes (KEGG) pathway [29] analyses were conducted using the database for annotation, visualization and integrated discovery (DAVID) v6.7 bioinformatic resources [30], with the statistical significance *p*-value cutoff was set at 0.05.

### 2.10. Quantitative Real-Time PCR 

The PrimeScriptTM RT-PCR Kit (TAKARA, Otsu, Japan) was used for reverse transcription of liver mRNA. Primers were designed based on chicken gene sequences from the National Center for Biotechnology Information (NCBI) database using Primer 5.0 (Table 3) and were synthesized by BGI Sequencing Biological Engineering Technology & Services Co. Ltd. (Beijing, China). The qRT-PCR analysis was performed with the SYBR Premix Ex TaqTM reagent Kit (TAKARA, Kusatsu, Japan) using the Light Cycler 7500 (Roche Applied Science, Penzberg, Germany) to quantify the florescence. The qRT-PCR reaction conditions were as follows: 94 °C for 5 min; followed by 35 cycles of 94 °C for 3 s, at the annealing temperature of 32 s. Each sample was analyzed in triplicate, and the results were quantified by the 2^−ΔΔ*C*T^ method [31].

### 2.11. Statistical Analysis

All statistical analyses were performed with the SPSS 19.0 software (IBM Corp., Armonk, NY, USA). The results are presented as the mean ± standard error of mean. The significance of the observed differences was examined using the *t*-test for two independent samples. The level of significance was set at *p* ≤ 0.05.

## 3. Results

### 3.1. Identification of the Most Susceptible Breed and Diet Causing Fatty Liver

The occurrence of fatty liver induced by 2 diets in 3 breeds was evaluated, and a summary of the results is shown in Table 4. The typical features of fatty liver are shown in Figure 3. The frequency of occurrence of fatty liver in JXH was higher among the chickens fed with the HF diet (41.9%) and MCD diet (38.7%) than those fed with the basal diet (25%). Meanwhile, in WL chickens, the fatty liver incidence was increased by the HF diet, but not by the MCD diet, while in BJY chickens, fatty liver incidence was moderately increased by the HF and MCD diets (33.33%). Accordingly, the chickens most susceptible to fatty liver were those of the JXH breed, and the diet most effective at causing fatty liver was the HF diet.

### 3.2. Characteristics of Inherited Phenotype of Acquired Fatty LiverInduced by High Fat Diet in Jingxing-Huang Chickens

JXH chickens fed with the HF diet were identified as the best model to study fatty liver. The fatty liver paternal inheritance group and maternal inheritance group consisting of JXH chickens were fed with the HF diet to induce fatty liver in the F0 generation, as described earlier, while the control group of JXH chickens were fed with the basal diet in F0. The results showed that the occurrence of fatty liver, without dietary induction, in the F1 generation was highest (41.5%, *n* = 82) in the paternal inheritance group, which were chickens from cocks with fatty liver bred with normal hens (Figure 4, Table 5). In comparison, the frequency of occurrence of fatty liver was considerably lower in chickens that were the progeny of hens with fatty liver bred with normal chickens (20%, *n* = 105), as well as in those from control parents without fatty liver (18.75%, *n* = 80). In addition, consistently, the F1 chickens in the paternal inheritance group had higher serum TG (*p* < 0.05) and CHOL (*p* < 0.01) contents than that of the progeny of the control and maternal inheritance groups. There were no differences in serum LDL-CHOL and HDL-CHOL among the 3 groups (Figure 5).

### 3.3. Differencein Hepatic Gene Expression Profiles between F1 Chickens with and without Fatty Liver

The DEGs between F1 chickens with fatty liver from the paternal group and chickens with non-fatty liver from the control group were determined by RNA-seq analysis and the results are presented in Table 6 and Figure 6. 

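RNA-seq counts the transcripts of a tissue by sequencing cDNA made from its mRNA. Liver from 6 F1 males at 36 weeks of age was used, 3 birds with fatty liver from the paternal group and 3 birds with non-fatty liver from the control group, with 1 library per bird. All birds of this generation were raised on the basal diet. All birds with fatty liver came from the paternal group and all birds without it from the control group, so the group and the phenotype were not separated in these libraries. The authors filtered the reads, mapped the clean reads to the chicken genome and deposited 1 value per gene and library as FPKM, the fragments mapped to a gene scaled to the length of its exons and to the mapped fragments of the library. The values covered 20498 genes listed by NCBI Gene ID, and 17185 of them were above 0 in at least 1 library. Symbols were taken by ID from a RefSeq gene table of a later chicken assembly, in which 16332 of the IDs were found. The 10886 genes with a mean FPKM of at least 1 over the 6 libraries were compared between the groups with limma (moderated statistics with a mean-variance trend) on log2(FPKM + 1), with Benjamini-Hochberg adjustment and the paper's FDR threshold of 0.05. Fold changes are on the log2(FPKM + 1) scale, fatty liver against control, and this scale understates the change of genes with low values. The filter on low values and the scaling between libraries were the choices that changed the number of DEGs most among those that kept all 6 libraries.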

From the sequencing of 6 samples, 81,465,412 (fatty liver) and 76,906,656 (non-fatty liver) clean reads were obtained. 

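The deposited FPKM were whole numbers of fragments divided by a gene length and a library total, so the fragments behind them were worked out from the values. The library totals were 10403637, 8860634 and 9668669 fragments in control replicates 1, 2 and 3 and 9995164, 9628492 and 10073155 fragments in fatty liver replicates 1, 2 and 3. These are the depths behind the values used here, and the clean reads are the paper's own count at an earlier step. The fragments came to between 34.72 and 40.65 per 100 of the paper's clean reads. The fragments worked out for the genes gave back 100% of the deposited values, and on simulated FPKM the same procedure returned 99.03% of 16390 genes exactly. Between 15121 and 15387 genes had an FPKM above 0 in each library. A value of 3 fragments or fewer was taken as the floor of a library. Albumin alone held between 14.8% and 17.9% of the summed FPKM in the control libraries and between 9.6% and 11.5% in the fatty liver libraries, with no overlap between the groups.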

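In the comparison of fatty liver with control livers, 124 of the tested genes had an adjusted p under 0.05 in limma, 92 with higher and 32 with lower FPKM in fatty liver, and 1773 genes had an unadjusted p under 0.05. In all 124 genes the 3 birds with fatty liver lay on the same side of the 3 control birds. Across all tested genes the groups did not overlap in 23% of genes on the FPKM as deposited, where 10% are expected on average by chance for 3 birds against 3. Genes of the same birds are not independent, so by chance alone this share can lie far from 10%. The log2 fold change of all tested genes had a median of 0.12, with 7314 genes higher and 3572 genes lower in fatty liver. After the FPKM were rescaled to the same total without the 50 most abundant genes, this median was -0.01, and 84 genes were called, 44 higher and 40 lower. The share of higher genes among the DEGs was thus 74.2% on the FPKM as deposited and 52.4% after rescaling. Without the filter on low values the number of DEGs was 30 among 17185 genes, the largest change given by any alternative that kept all 6 libraries.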

Ultimately, a total of 225 DEGs were identified, of which 130 were upregulated and 95 were downregulated in birds with fatty liver.

In order to determine molecular pathways involved in the generation of fatty liver, GO and KEGG pathway analyses were performed with the DEGs. 

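The expression of 6 gene sets, written by hand from general knowledge of the pathways after the paper's DEG table had been read, was tested with limma's cameraPR on the moderated statistics of all tested genes, with an inter-gene correlation of 0.01 and adjustment over the 6 sets. They are not the KEGG and GO gene lists of the paper, and some genes belong to more than 1 set. The p of this test compares genes and not birds, and the test looks for a shift of a set in 1 direction. The 15 tested genes of fatty acid biosynthesis had a median log2 fold change of 0.53, which was 0.4 above the median of all tested genes (adjusted p = 6.8e-14), and 14 of them were higher in fatty liver. The 16 genes of unsaturated fatty acid biosynthesis had a median of 0.69 (adjusted p = 4.5e-13), and all 16 were higher on the FPKM as deposited and 12 of them after quantile normalization. The 28 genes of fatty acid oxidation had a median of 0.46 (adjusted p = 2.3e-04), the 23 genes of the triglyceride and lipid droplet set a median of 0.43 (adjusted p = 4.1e-05) and the 53 genes of PPAR signaling a median of 0.53 (adjusted p = 1.3e-16). The 94 genes of FoxO signaling had a median log2 fold change of 0.1 with an adjusted p of 0.76, and this median was -0.02 relative to all tested genes, before and after the libraries were rescaled. Among the members called on their own, the lipid droplet genes PLIN2 (log2 fold change 3.13, standard error 0.32, adjusted p = 0.01), PLIN1 (2.58, standard error 0.26, adjusted p = 0.01), PLIN4 (2.15, standard error 0.27, adjusted p = 0.017) and PLIN5 (1.79, standard error 0.27, adjusted p = 0.028) were higher, as were G0S2, GPAM, ELOVL6, HSD17B12, ECI1, ACAA2, DBI and APOC3. After rescaling, the adjusted p of GPAM was 0.037, and the other 7 of these 8 genes no longer passed the threshold, with adjusted p between 0.055 (G0S2) and 0.11 (ECI1). LPIN2 was lower, at 38.1 ± 5.07 FPKM (SD, n = 3 birds) in fatty liver and 80.3 ± 14.5 FPKM in control, with an adjusted p of 0.046 that was 0.053 after rescaling. In the FoxO signaling set, PLK2 and SKP2 were higher and SIRT1 was lower, with log2 fold changes of 2, 1.45 and -0.98, and PLK2 passed the threshold in all 15 alternatives and SKP2 and SIRT1 in 4 each. In Fisher's exact test among the 124 DEGs, the odds ratio was 40.1 for the triglyceride and lipid droplet set (7 DEGs), 19 for PPAR signaling (9 DEGs) and 2.91 for FoxO signaling (3 DEGs, adjusted p = 0.092).

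**Figure D1:**
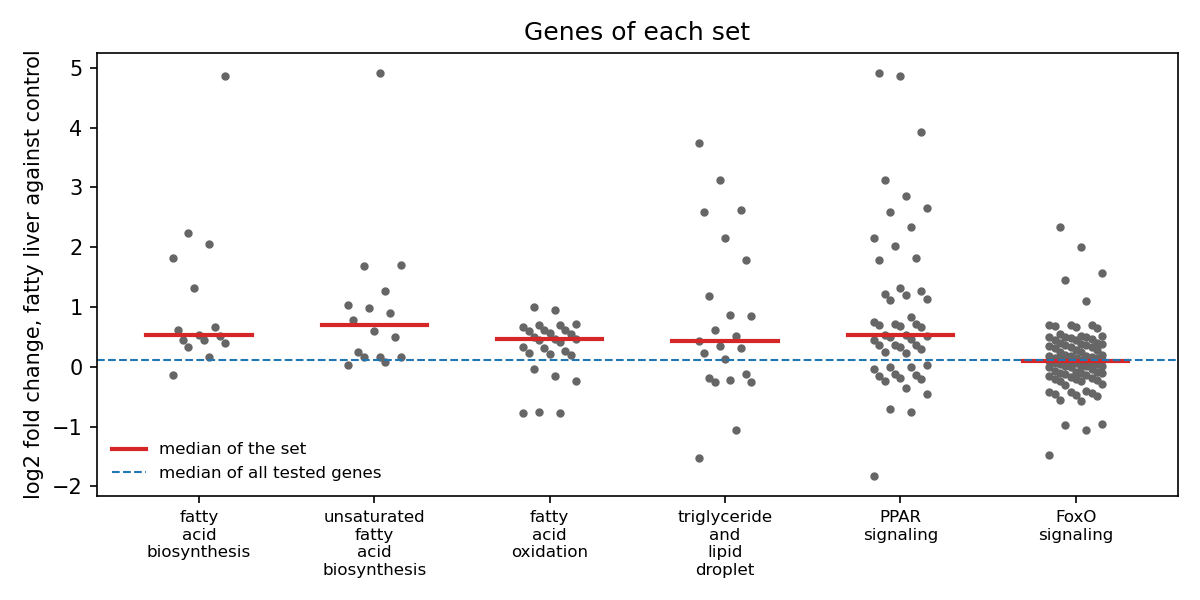
Log2 fold change, fatty liver against control, of each tested gene of the 6 sets (points), the median of each set (red line) and the median of all tested genes (dashed line, 0.12). The medians of 5 sets lie between 0.43 and 0.69, above the dashed line, and that of FoxO signaling lies at 0.1.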

As shown in Figure 7 and Figure 8, there was significant enrichmentof the fatty acid metabolic and biosynthesis pathway (gga01212, gga00061, gga01040, GO:0006631, GO:0006633), lipid metabolic pathway (GO:0008610, GO:0044255, GO:0006629), PPAR signaling pathway (gga03320) and FoxO signaling pathway (gga04068).

### 3.4. Alteration of the Key Gene Expression along with the Inherited Phenotype of Acquired Paternal Fatty Liver

The six samples used for RNA-seq from the F1 generation of JXH chickens, along with their sires in F0 and 6 additional F1 half-sibs showing the corresponding phenotypes were used for qRT-PCR analysis. The relative abundance of the DEG transcripts above related to fatty acid metabolism (*ACACA*, *FASN*, *SCD*, *ACSL5* and *FADS2*), lipid metabolism (*FABP1* and *APOA4*) and glucose metabolism (*ISR4* and *ME1*) were measured by qRT-PCR analysis. The transcripts of *ACACA*, *FASN*, *SCD*, *FADS2* and *FABP1* (Figure 9) in chickens with fatty liver were significantly increased compared with those in chickens without fatty liver. This was true in both generations, the F0 chickens with diet-induced fatty liver and the F1 chickens with fatty liver without dietary induction (*p* < 0.01). The expression levels of *ACSL5*, *APOA4* and *ME1* (Figure 10) in F0 chickens with fatty liver were higher than those in chickens without fatty liver (*p* < 0.05), but the differences were highly significant in the F1 generation (*p* < 0.01). In addition, the expression levels of *ISR4* (Figure 11) in both the F0 and F1 generations were significantly lower in chickens with fatty liver than in chickens without the condition (*p* < 0.05).

## 4. Discussion and Conclusions

To establish an experimental model to study fatty liver in chickens, three poultry breeds and two dietary regimens were evaluated in the current study. With either of the two diets used, the JXH chickens were more prone to developing fatty liver compared with the local BJY breed and egg layer WL breed. A possible reason for this is that the JXH is an improved dwarf line with greater capacity for fat deposition [32].

The present study found that both the HF diet and MCD diet could successfully induce fatty liver formation in the JXH and BJY poultry breeds, but the HF diet was more effective, indicating that both the breed and diet type should be considered when establishing a model of fatty liver. The accumulation of TG in the cytoplasm of hepatocytes, the hallmark of fatty liver, arises from an imbalance between lipid acquisition (fatty acid uptake and de novo lipogenesis) and removal (mitochondrial fatty acid oxidation and export as a component of very low-density lipoprotein (VLDL) particles). The HF diet contained more raw materials for fat synthesis, thus consuming it would lead to more hepatic lipogenesis and excessive lipid accumulation, which would in turn result in fatty liver. Choline is a substrate for lipoprotein synthesis, and lipoproteins play an important role in the transmembrane transport of lipids [14,15]. When choline is insufficient, the transport capacity of lipoprotein is impaired, and TGs accumulate in hepatocytes, probably explaining why the MCD diet induces fatty liver. This is also consistent with the finding reported by Polin and Wolford indicating that various types of diets and sources of energy in excess could induce fatty liver hemorrhagic syndrome (FLHS) [33]. In addition, with basal diet, the spontaneous rates of fatty liver observed in the present study were: 16.67% in WL and BJY; and 18.75% or 25% in dwarf JXH of the F1 or F0 generation, respectively. In previous reports, the spontaneous rates of fatty liver have been highly variable in different populations, ranging between 1% and 30% in hens; and have been influenced by nutrients, environment and genetics factors [34,35].

Previous studies have shown the parental effects of fatty liver on the offspring in mammals [23,36], but the impact of parental fatty liver on the progeny in chickens has not been described. In the present study, the acquired paternal fatty liver induced by the HF diet in JXH chickens was found to have a clear impact on the offspring and the condition appeared to be inherited paternally from the F0 to the F1 generation. In addition, the acquired maternal fatty liver was found to have no significant effect on the offspring in the current study, but this might be related to the limited number of families used.

Using a whole-genome RNA-Seq strategy, 225 DEGs were identified between chickens with fatty liver in paternal group and chickens with non-fatty liver in the control group in the F1 generation. 

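FPKM of the genes named in the paper were compared in the 6 birds. SCD rose from 17.2 ± 3 FPKM (SD, n = 3 birds) in control to 556 ± 165 FPKM in fatty liver, a log2 fold change of 4.91 (standard error 0.24, limma adjusted p = 2.0e-04). ME1 rose from 5.05 ± 1.08 to 176 ± 38.1 FPKM, a log2 fold change of 4.86 (standard error 0.22, adjusted p = 1.8e-04). FASN rose from 51.1 ± 11.4 to 243 ± 40.5 FPKM, a log2 fold change of 2.24 (standard error 0.22, adjusted p = 0.01). These 3 genes passed the threshold in all 15 alternatives. ACSL5 had 34.7 ± 5.59 FPKM in control and 89 ± 24 FPKM in fatty liver (log2 fold change 1.31, adjusted p = 0.047), and it passed in 4 of the 15 alternatives. ACACA (27 ± 15.4 and 101 ± 17.7 FPKM, log2 fold change 2.05, adjusted p = 0.076), FABP1 (5.07 ± 6.52 and 73 ± 41.7 FPKM, 3.93, adjusted p = 0.062), APOA4 (2900 ± 1210 and 8030 ± 1100 FPKM, 1.56, adjusted p = 0.067) and FADS2 (91.5 ± 36.2 and 211 ± 25.3 FPKM, 1.27, adjusted p = 0.087) were higher in fatty liver without passing the threshold. FABP1 was counted on 5, 8 and 64 fragments in the control birds. IRS4, which the paper writes ISR4, was lower, with 7.15 ± 1.95 FPKM in control and 3.11 ± 0.449 FPKM in fatty liver (log2 fold change -0.96, adjusted p = 0.078). In each of the 9 genes the birds with fatty liver and the control birds did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 birds against 3 allow).

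**Figure D2:**
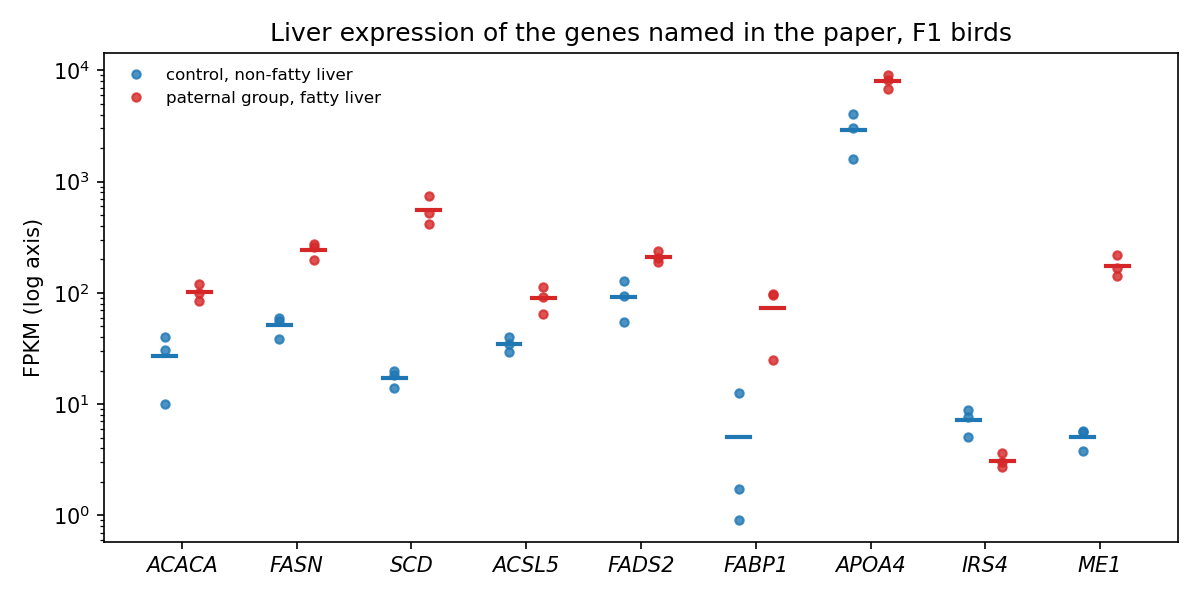
FPKM of the 9 genes in each bird on a log axis, control in blue and fatty liver in red, with a line at each group's mean. The groups do not overlap in any gene, and SCD and ME1 are the farthest apart, at 17.2 against 556 and 5.05 against 176 FPKM.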

The hepatic DEGs related to fatty acid metabolism (*ACACA*, *FASN*, *SCD*, *ACSL5* and *FADS2*), lipid transport (*FABP1* and *APOA4*) and glucose metabolism (*ISR4* and *ME1*) were validated by qRT-PCR in their sires in F0. Consistent changes in expression were found in both the F0 and F1 generations between chickens with fatty liver and chickens with non-fatty liver, indicating the global change of the gene expression profile along with inheritance of the phenotype. In the F0 chickens, the fatty liver was induced by dietary means, but the F1 chickens were not subjected to any dietary induction. The main results of this study are shown in Figure 1. Previously, consistently, Bruce et al. and Dudley et al. found that the offspring born to mothers fed high-fat diets produced a fatty liver phenotype similar to that in non-alcoholic fatty liver disease and hepatic steatosis; they also found that associated genes were significantly changed between maternal high-fat animals and control offspring [24,36]. Wei et al. found that the paternal prediabetic conditions had an impact on the susceptibility in offspring to obesity and type II diabetes. Expression of genes involved in glucose metabolism and insulin signaling pathways in the pancreatic islets of the offspring of prediabetic fathers were also found to be changed [23].

It is well known that acquired traits can be inherited to the next generation through epigenetic regulations [36,37,38,39]. Our previous study found that the abundance of *ACACA* and microsomal triglyceride transfer protein (*MTTP*) transcripts was inversely correlated with the DNA methylation level between fatty liver and normal individuals [5]. Chen et al., reported that sperm tsRNAs (transfer RNA–derived small RNAs) contributed to inheritance of an acquired metabolic disorder [37]. Accordingly, further study is warranted to clarify the epigenetic changes underlying differences in gene expression associated with the inheritance of acquired fatty liver in chickens.

In conclusion, this study uniquely revealed that acquired fatty liver in cocks can be inherited. The hepatic gene expression profiles were altered along with the inherited phenotype of acquired paternal fatty liver in chicken. 

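In a principal component analysis of log2(FPKM + 1) over the tested genes, the first component held 38.9% of the variance and separated the groups, with the control birds between -30.2 and -17.6 and the birds with fatty liver between 20.8 and 27. The second component held 18.1% and did not separate them. The FPKM were used as deposited, where the median log2 fold change of all tested genes was 0.12. This shift between the groups may add to the first component, and the components were not computed after rescaling. From the DEGs between these birds, and from changes of DEGs in the same direction by qRT-PCR in the F0 and F1 generations, the paper concludes that the gene expression profile changed along with inheritance of the phenotype.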

Additionally, several genes that could be candidate biomarkers were identified. The results will contribute to lay the foundation for further molecular studies on the pathogenesis of fatty liver.

## Figures and Tables

**Figure 1:**
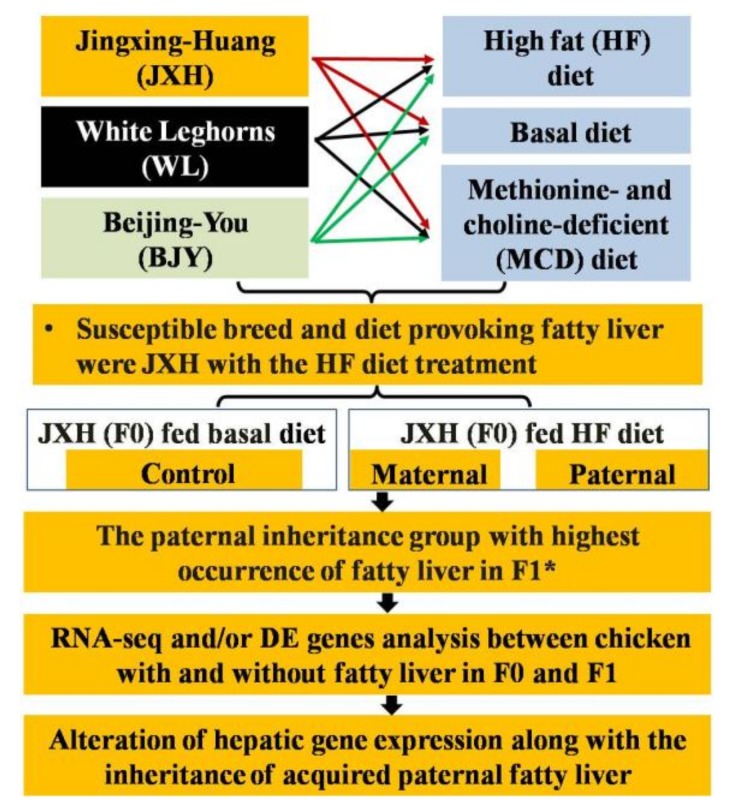
Graphic representation of the experimental procedures and main results. * The F1 chickens of control, maternal and paternal groups were all fed normal diet. DE: differentially expressed.

**Figure 2:**
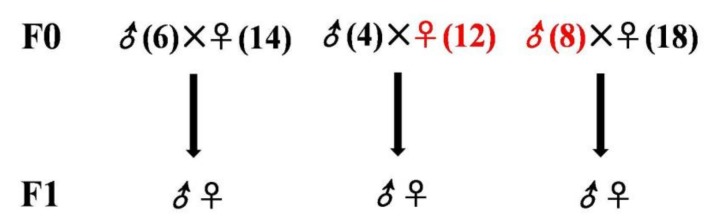
Generation of three cross breeds to examine the inheritance of fatty liver. The control group (**left**) using JXH chickens fed with the basal diet, maternal inheritance group (**middle**) and paternal inheritance group (**right**) using JXH chickens with HF diet-induced fatty liver. Chickens from F0 with fatty liver are shown in red while those without fatty liver are in black. ♂ and ♀ represent the cock and the hen, respectively.

**Figure 3:**
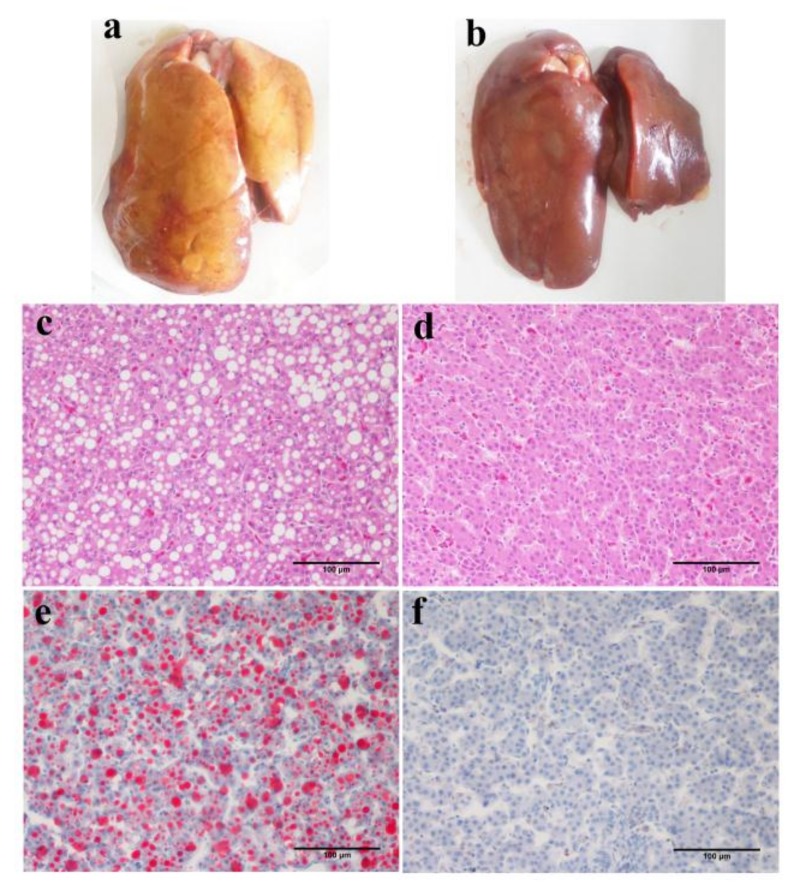
Typical features of fatty liver in terms of gross appearance and sections stained with hematoxylin-eosin(H&E) or oil red O (20×). The fatty liver appears yellow or light yellow and the edge of the liver is blunt and friable (**a**). Enlarged liver cells with abundant fat droplets of different sizes are present in the cytoplasm and liver leaflets lost the normal reticular formation (**c**,**e**). In comparison, the non-fatty liver was dark red with sharp edges, the texture was flexible and there were less fat droplets and clear reticular formations in liver leaflets (**b**,**d**,**f**). (**a**,**c**,**e**) were from one JXH chicken with HF diet; (**b**,**d**,**f**) from one JXH chicken with basal diet. Scale bar: 100 μm.

**Figure 4:**
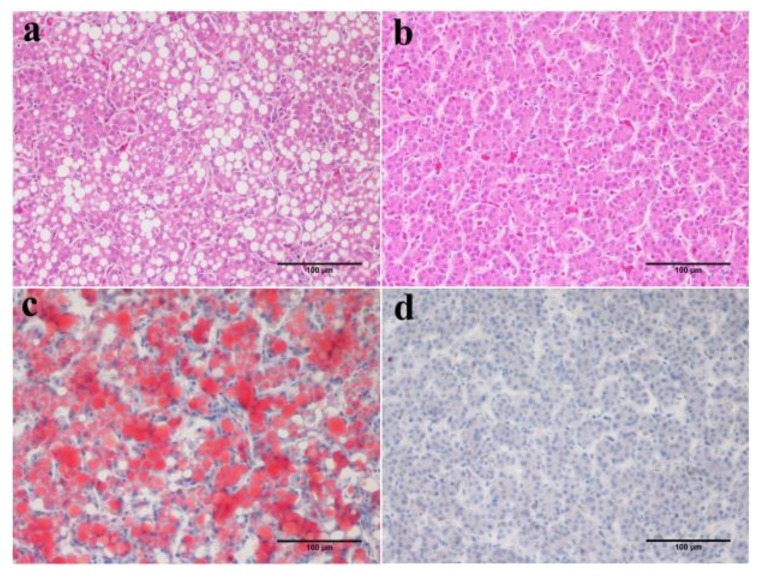
Typical H&E and oil red O stained liver sections (20×) from F1 generation of JXH chicken with or without fatty liver, paternal group (**a**,**c**); control group (**b**,**d**). Scale bar: 100 μm.

**Figure 5:**
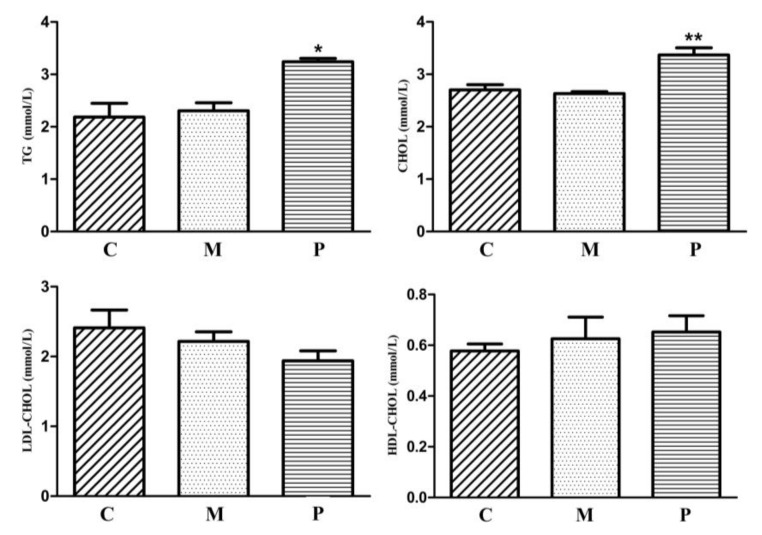
Serum lipid indices of all F1 JXH chickens in the control (C, *n* = 105), maternal (M, *n* = 80) and paternal (P, *n* = 82) groups. TG: triglyceride, CHOL: total cholesterol, LDL-CHOL: low-density lipoprotein, HDL-CHOL: high-density lipoprotein. * indicates *p* < 0.05 and ** indicates *p* < 0.01.

**Figure 6:**
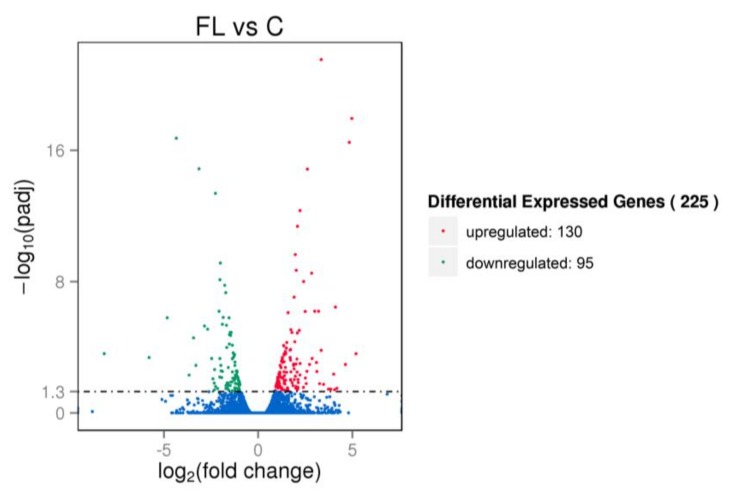
Volcano plot of differentially expressed genes (DEGs). Red, green and blue points represent significantly upregulated, downregulated and non-regulated genes, respectively. The abscissa is the fold change of the genes in different samples, ordinate is the variation difference of the gene expression with statistical significance. FL: paternal inheritance group, C: control group.

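Among the genes with an adjusted p under 0.05 and no overlap between the groups, the 5 with the largest rise on the log2(FPKM + 1) scale were SCD, ME1, G0S2, ATP6V0D2 and SULT. G0S2 rose from 7.86 ± 8.44 to 84.4 ± 9.53 FPKM (SD, n = 3 birds per group), a log2 fold change of 3.74 (standard error 0.61, limma adjusted p = 0.037). ATP6V0D2 rose from 0.381 ± 0.284 to 16.1 ± 8.36 FPKM, a log2 fold change of 3.5 (adjusted p = 0.014), with 12, 5 and 2 fragments in the control birds. SULT rose from 7.21 ± 6.65 to 61.3 ± 15.2 FPKM, a log2 fold change of 3.18 (adjusted p = 0.031). The 5 genes with the largest fall were DIO3, LOC419409, ABCA12, FNDC10 and PPP1R3G. DIO3 had 46.7 ± 35.1 FPKM in control and 3, 2 and 2 fragments in the birds with fatty liver, which is at the floor. On the group means it was thus at least 213-fold lower (adjusted p = 0.015, and between 0.0011 and 0.11 over the 15 alternatives). LOC419409 fell from 242 ± 59.2 to 13.4 ± 16.1 FPKM (log2 fold change -4.65, adjusted p = 0.024). ABCA12 fell from 17.2 ± 7.6 to 0.667 ± 0.0902 FPKM (log2 fold change -3.37, adjusted p = 0.0056). FNDC10 fell from 30.5 ± 12.9 to 3.1 ± 1.8 FPKM (log2 fold change -2.92, adjusted p = 0.021) and PPP1R3G from 132 ± 85.7 to 16.3 ± 6.98 FPKM (log2 fold change -2.86, adjusted p = 0.036). Of the 15 alternatives, ABCA12 passed the threshold in 15, ATP6V0D2, DIO3 and FNDC10 in 11 each, LOC419409 in 9, PPP1R3G in 8, G0S2 in 6 and SULT in 5.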

**Figure 7:**
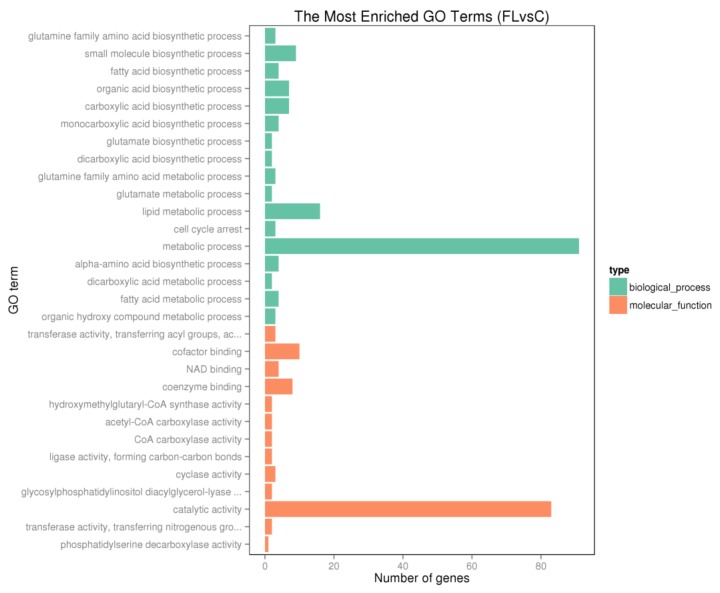
The most enriched gene ontology (GO) terms for the differentially expressed genes.

**Figure 8:**
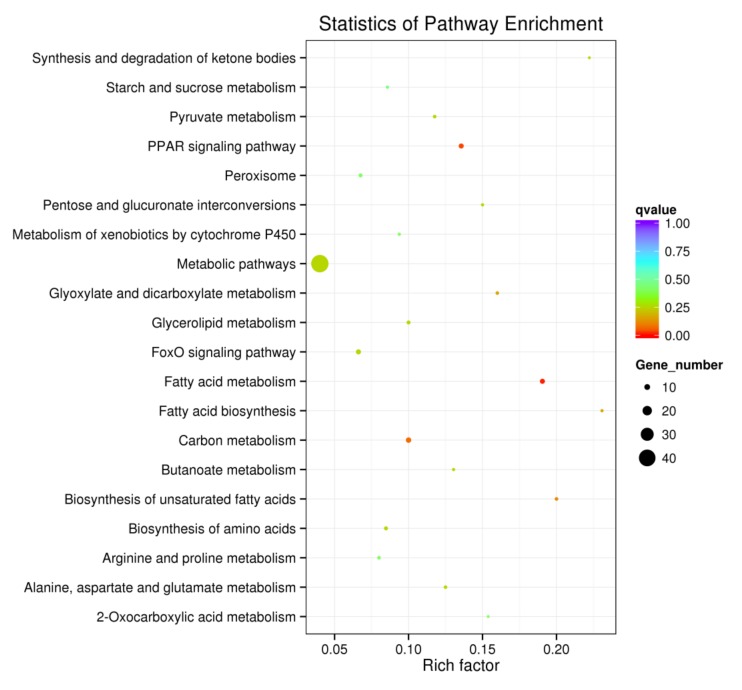
The pathway enrichment analyses for the DEGs.

**Figure 9:**
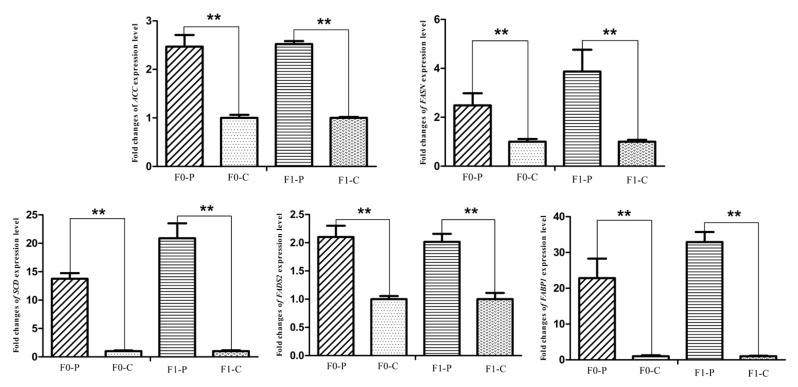
Fold changes of fatty acid metabolism genes (*ACC*, *FASN*, *SCD*, *FADS2*) and lipid metabolism gene (*FABP1*) expression levels between P (paternal inheritance group) and C (control group) in F0 and F1 generations. ** indicates *p* < 0.01.

**Figure 10:**
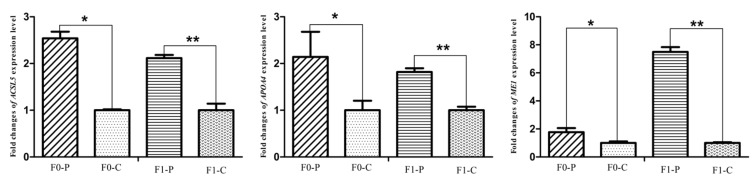
Fold changes of fatty acid metabolism gene (*ACSL5*), lipid metabolism gene (*APOA4*) and glucose metabolism gene (*ME1*) expression levels between P (paternal inheritance group) and C (control group) in the F0 and F1 generations. * indicates *p* < 0.05 and ** indicates *p* < 0.01.

**Figure 11:**
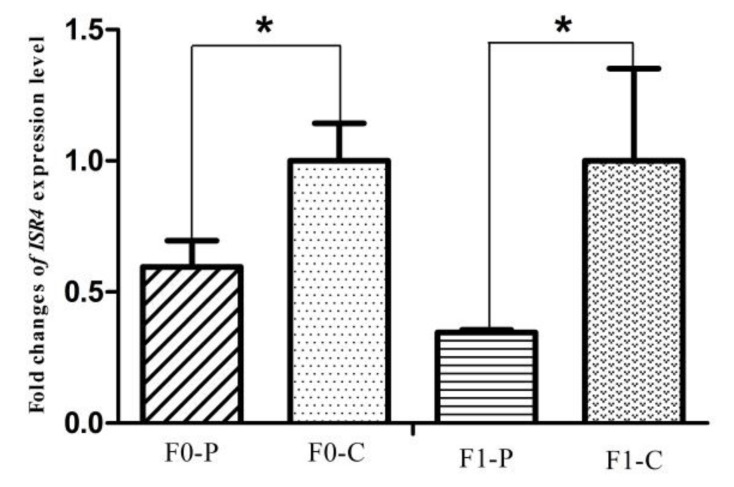
Fold change of glucose metabolism gene, *ISR4*, expression level between P (paternal inheritance group) and C (control group) in the F0 and F1 generations. * indicates *p* < 0.05.

**Table 1:** Composition and nutrient levels of the diets (air-dry basis) %.

Items	Basal Diet	HF Diet	MCD Diet
Ingredients			
Corn	70.10	62.59	70.10
Soybean meal	22.60	20.11	22.60
*DL*-methionion	0.17	0.17	0
*L*-lysine	0.05	0.05	0.05
CaHPO_4_·2H_2_O	1.50	1.50	1.50
NaCl	0.28	0.28	0.28
Limestone	4.30	4.30	4.47
1% premix ^1^	1.00	1.00	1.00
Sheep fat	0	10	0
Total	100	100	100
Nutrient levels ^2^			
GE ^3^, MJ/kg ^4^	18.29	20.32	18.09
CP ^5^	15.93	14.59	15.43
Lys	0.79	0.74	0.80
Met	0.30	0.32	0.18
Ca ^6^	7.24	5.76	8.79
TP ^7^	0.47	0.40	0.44
Choline, mg/kg	1022	886	613

^1^ The premix provided the following nutrients per kg of diet: Fe (as ferrous sulfate) 100 mg, Cu (as copper sulfate) 8 mg, Zn (as zinc sulfate) 80 mg, Mn (as manganese sulfate) 100 mg, Se (as sodium selenite) 0.3 mg, I (as potassium iodide) 1 mg, vitamin A 12000 IU, vitamin D 32400 IU, vitamin E 27 IU, vitamin K 2 mg, thiamine 2 mg, riboflavin 8.0 mg, calcium pantothenate 12.0 mg, nicotinic acid 32.5 mg, pyridoxine 5 mg, VB12 0.2 mg, biotin 0.2 mg. ^2^ The nutrient levels were calculated according to the composition of the raw materials. ^3^ GE: Gross energy. ^4^ MJ/kg: mega joule/kilogram. ^5^ CP: crude protein. ^6^ Ca: calcium. ^7^ TP: total phosphorus.

**Table 2:** The diets for Jingxing-Huang (JXH) chicken in F0 and F1 generations.

Items	1–17 Week			18–36 Week		
	Control	Maternal	Paternal	Control	Maternal	Paternal
F0	Basal diet			Basal diet	HF diet	HF diet
F1	Basal diet					

**Table 3:** Genes and related primers for quantitative real time PCR (qRT-PCR) analysis.

Gene	Accession Number	Primer Sequence	Annealing Temperature, °C	Product Size (bp)
*ACACA*	NM_205505.1	F:5′-AATGGCAGCTTTGGAGGTGT-3′	60	136
		R:5′-TCTGTTTGGGTGGGAGGTG-3′		
*FASN*	NM_205155.2	F:5′-CTATCGACACAGCCTGCTCCT-3′	62	107
		R:5′-CAGAATGTTGACCCCTCCTACC-3′		
*ISR4*	XM_003641084.3	F:5′-GCAAGAAGGGAGTGGAAGGTA-3′	62	121
		R:5′-GCTGGAAGAAACGCTGATAGG-3′		
*ME1*	NM_204303.1	F:5′-GCCAGCATTACGGTTTAGCAT-3′	58.5	90
		R:5′-CCATAACAGCCAAGGTCTCCA-3′		
*SCD*	NM_204890.1	F:5′-GGCTGACAAAGTGGTGATG-3′	60	137
		R:5′-GGATGGCTGGAATGAAGA-3′		
*ACSL5*	NM_001031237.1	F:5′-TTCTCACCGCTCCCAACAC-3′	60	147
		F:5′-TCTTCTGGCTCCTCCCTCAA-3′		
*FADS2*	NM_001160428.2	F:5′-CTGAGGAAGACAGCAGAGGACAT-3′	60	153
		R:5′-GCAGGCAAGGATTAGAGTTGTG-3′		
*FABP1*	NM_204192.3	F:5′-GGGGAAGAGTGTGAGATGGA-3′	58	120
		R:5′-GTTGAGTTCGGTCACGGATT-3′		
*APOA4*	NM_204938.2	F:5′-TCCTCTTGGTGCTCCTGGCTGTG-3′	61	197
		R:5′-GGCGTATGAGTTTGCGCTCTGC-3′		
β-actin	NM_205518.1	R:5′-GAGAAATTGTGCGTGACATCA-3′	60	152
		R:5′-CCTGAACCTCTCATTGCCA-3′		

*ACACA*: acetyl-CoA carboxylase α; *FASN*: fatty acid synthase; *ISR4*: insulin receptor substrate 4; *ME1*: malic enzyme 1; *SCD*: stearoyl-CoA desaturase; *ACSL5*: Acyl-CoA synthetase long-chain family member 5; *FADS2*: fatty acid desaturase 2; *FABP1*: fatty acid binding protein 1; *APOA4*: apolipoprotein A4.

**Table 4:** Results of the evaluation of the fatty liver incidence in three breeds after induction by two diets.

Diet Type	Breed		
	JXH	WL	BJY
Basal diet	25.00%, 8/32	16.67%, 5/30	16.67%, 5/30
HF diet	41.94%, 13/31	33.33%, 10/30	33.33%, 10/30
MCD diet	38.71%, 12/31	16.67%, 5/30	33.33%, 10/30

JXH: Jingxing-Huang; WL: White Leghorns; BJY: Beijing-You; HF: high-fat; MCD: Methionine choline-deficient.

**Table 5:** The incidence of fatty liver in F1 generation of JXH chickens.

Items	Control	Maternal Inheritance	Paternal Inheritance
No. of chicken observed	80	105	82
Rate for the fatty liver incidence	18.75%	20.00%	41.50%

**Table 6:** The output quality data of the transcriptomic sequencing.

Sample	Raw Reads	Clean Reads	Clean Bases, G	Q30, %
P_R1	28,754,076	27,836,516	4.18	92.40
P_R2	27,305,304	26,376,696	3.96	91.81
P_R3	27,879,606	27,252,200	4.09	93.24
C_R1	28,237,546	27,601,240	4.14	93.23
C_R2	26,136,280	25,521,394	3.83	92.95
C_R3	24,399,658	23,784,022	3.57	92.47

P_R: paternal inheritance group; C_R: control group.

## Supplementary Materials

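The paper's table lists 225 genes, 130 higher and 95 lower in fatty liver. Of these, 207 passed the filter on low values and all 207 changed in the direction of the table. Their groups did not overlap in 206 genes, and all 207 had an unadjusted p under 0.05 in limma. In the test over all tested genes, 99 of the 207 passed the threshold of 0.05 (69 higher and 30 lower), and all 207 passed it when adjustment was made over the list alone. The list holds the paper's own calls on the same libraries, so these counts describe the calls and do not test them. The mean fragments per gene and group worked out from the FPKM were compared with the read counts in the table. The table's counts were 1.06 times as high in control and 0.929 times as high in fatty liver (medians over the 225 genes), and 3 genes departed from these ratios by over 10%. Size factors, from the median ratio of each library's fragments to the mean over libraries, were 0.91 to 0.97 in control and 1 to 1.13 in fatty liver. Dividing by them raises control counts and lowers fatty liver counts, the direction of these ratios. The table's counts thus appear to be scaled between libraries, unlike the FPKM of the main fit.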

The DEGs between F1 chickens with fatty liver from the paternal group and chickens with non-fatty liver from the control group

How the deposited data were processed for this re-analysis (not part of the article)

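Liver mRNA of 6 F1 male chickens at 36 weeks of age was sequenced, 3 with fatty liver from the paternal group and 3 with non-fatty liver from the control group, with 1 library per bird. The labels and the paper's read table name the paternal libraries differently, and they were matched on group and replicate number. Replicate numbers are shared by the groups, but same-numbered birds are different animals.

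The authors filtered the reads with Sickle and SeqPrep, mapped the clean reads to the chicken genome and deposited FPKM per gene and library, which are fragments scaled to the length of the exons and to the mapped fragments of each library. No other scaling between libraries is stated. The paper's text does not name the aligner, the counting tool, the annotation or the test for DEGs. The deposited values covered 20498 genes by NCBI Gene ID. Symbols came from a RefSeq gene table of the assembly bGalGal1.mat.broiler.GRCg7b, which matched 16332 IDs and 216 of the paper's 225 DEGs. It is another assembly than the paper's, so it was used for names and for which genes are neighbours, and no coordinates are given.

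The FPKM were compared with limma 3.58.1 in R 4.3.3. Genes with a mean of at least 1 FPKM over the 6 libraries were kept (10886), log2(FPKM + 1) was fitted with lmFit, and eBayes was run with a mean-variance trend. Adjusted p-values are Benjamini-Hochberg, with a threshold of 0.05. No covariate was used. Gene sets were tested with limma's cameraPR at an inter-gene correlation of 0.01. Its p compares genes and not birds, so for the gene lists of the closing observations an exact permutation p, the share of the 10 splits of the libraries into 3 and 3 with a cameraPR p as small, is given beside it. This permutation was added after the cameraPR results had been seen. The sets and lists were written by hand before the FPKM were read but after the paper's DEG table was read, so they are not independent of the paper's calls. Members were matched by symbol or synonym. The genes named in the text are those the paper names as measured in liver, the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05 and no overlap between the groups, and the set members with an adjusted p under 0.05. Other genes are marked where they appear.

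The whole fragments behind the FPKM were worked out from the values, which gave library totals between 8860634 and 10403637, and 3 fragments were taken as the floor. The fragments were used for depth, for gene lengths, for the floor and for limma's voom as an alternative added after the data had been seen. Intervals were not computed for single libraries, since each group has 3 birds.

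The limma step was tested on simulated data in which 200 of 10886 genes were changed. Without a shift between the simulated groups, 176 of the 200 (88%) were called with the right sign, and 13 unchanged genes were called, 6.9% of the calls. With the shift in scale that the real libraries have, 168 were called with the right sign and 22 unchanged genes were called, 11.6% of the calls. The simulation without the shift was added after the result of the other had been seen. Genes were simulated independently, each with the spread between birds that is typical at its expression. Genes that vary more than that were not simulated, so the real rates may be worse. The neighbour count found the 20 pairs planted among simulated calls on 10051 genes.

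The alternatives were a pseudocount of 0.1, no filter on low values, libraries scaled to the same median, quantile normalization, FPKM rescaled without the 50 most abundant genes, limma without a trend, limma with a trend and robust eBayes, the replicate number as a block, each library left out in turn, at least a 2-fold change for the DEGs, Fisher's exact test for the sets, and neighbours within 1 intervening gene. The qRT-PCR, the serum measurements, the histology and the F0 birds were not analysed here. A result on a further gene is not reported here.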

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

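The rescaling without the 50 most abundant genes was among the alternatives set before the data were examined. Its use as a test of the shift in scale, and the comparison of fragment totals, were chosen only after the shift was seen. In addition to the genes of the paper's DEG table, 25 genes had an adjusted p under 0.05 in fatty liver against control, 23 higher and 2 lower. They are outside the genes the paper's table reports, although the paper's text names ACSL5, which is among them. After the FPKM were rescaled without the 50 most abundant genes, 4 of the 25 still passed the threshold, namely ABHD1, RAPGEF3, IGFBP2 and PPP1R3G. With limma's voom on the fragments, an alternative chosen after seeing the data, the 4 that passed were BBIP1, ABHD1, RAPGEF3 and PPP1R3G. ABHD1, RAPGEF3, IGFBP2 and BBIP1 were named after their values were seen. The rescaling moved the median log2 fold change of all tested genes from 0.12 to -0.01, so many of the 25 calls may come from this shift in scale. The 50 most abundant genes held 46.1% to 52.7% of the summed FPKM in control and 45.5% to 48.2% in fatty liver. These shares overlapped, so those genes are not shown to be the source of the shift. The fragment totals of the groups overlapped and their means had a ratio of 1.03. FPKM are already divided by these totals, so this comparison cannot decide whether depth plays a part in the shift. For the genes that lost their call, a shift in scale cannot be told apart from a change with the phenotype.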

How the results depend on the processing

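The alternatives were set before the data were examined, apart from limma's voom on the recovered fragments, which was chosen after seeing the data. Without the filter on low values, 30 DEGs (23 higher, 7 lower) and 29 of the paper's DEGs were called. With libraries scaled to the same median, 76 DEGs were called, 42 of them higher. With quantile normalization 45 DEGs were higher, and with the FPKM rescaled without the 50 most abundant genes 44 were higher. With voom, 46 were higher and 52 lower. The share of higher genes, 74.2% on the FPKM as deposited, was between 46.9% and 55.3% under these 4 scalings, and the median log2 fold change of all tested genes moved from 0.12 to between -0.01 and 0. Scaling to the same median, quantile normalization and the scaling used with voom bring this median near 0 by design. Its move under them thus says nothing about the source of the shift. The cause of the drop without the filter was not tested.

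In the 6 fits that each left out 1 library, the number of DEGs went from 22 to 119, with 14 to 83 higher, 6 to 36 lower and 21 to 80 of the paper's DEGs called. With paternal replicate 3 left out, 20 of the 22 DEGs were among the 124. In that fit 1241 genes had an unadjusted p under 0.05, the fewest of the 6 fits, against 1773 with all 6 libraries. The most were 2026, without control replicate 2, where 36 DEGs were called. A smaller number of DEGs thus did not always go with fewer small unadjusted p-values. The cause of these changes was not tested.

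With the replicate number as a block, 140 DEGs were called (103 higher, 37 lower), 92 of them among the 124. Same-numbered birds are different animals, and the deviations of same-numbered birds from their group means had correlations of 0.02, 0.04 and 0.05 across genes, so the numbers did not pair the birds.

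The sets of fatty acid biosynthesis, unsaturated fatty acid biosynthesis, fatty acid oxidation, triglyceride and lipid droplet, and PPAR signaling kept a positive median and an adjusted p under 0.05 in all 15 refits and in Fisher's exact test. The largest adjusted p in the refits was 0.0089, for fatty acid oxidation without control replicate 2. In Fisher's exact test fatty acid oxidation had an adjusted p of 0.048 on 2 DEGs, and the set held 0 DEGs in 11 of the 15 refits. The FoxO signaling set had a median log2 fold change of 0.1 that turned to -0.02 with libraries scaled to the same median, -0.03 with quantile normalization, -0.04 with the FPKM rescaled and -0.02 with voom, and its adjusted p was between 0.44 and 0.97 over the 15 refits. Relative to all tested genes its median was -0.02 on the FPKM as deposited and under each of these 4 scalings, so the change of sign is the shift of all genes and not a change of the set.

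None of the 33 named genes changed direction in any of the 15 refits, which shows no stability since the groups did not overlap in any of them. Of the 33 genes, 27 had an adjusted p under 0.05 on the FPKM as deposited. A call was lost 86 times and gained 4 times over the 6 fits that left out a library, and lost 75 times and gained 3 times over the other 9 refits. The largest number of calls lost in a refit was 20 of these 27 genes, without the filter and without paternal replicate 2. The number of the paper's DEGs that changed in the table's direction stayed at 207 of the 207 tested in all refits with the filter, and was 225 of 225 without it, which shows no stability since the list was called on these libraries.

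The 6 libraries can be split into 3 and 3 in 10 ways. Of these, 4 part all 3 same-numbered pairs, as the real split does, and the other 6 part 1 pair only. Among the 4, the real split was the 1 split with as many DEGs in all, in either direction, with as many of the paper's DEGs called and with as many neighbouring DEGs. It was also the 1 split of the 4 with as small a p for fatty acid biosynthesis, unsaturated fatty acid biosynthesis, fatty acid oxidation, triglyceride and lipid droplet, and PPAR signaling. For FoxO signaling, 3 of the 4 gave a p as small. The other 3 of these splits gave 0, 0 and 3 DEGs and the 6 remaining splits gave 0. The replicate numbers did not pair the birds, so all 10 splits can be compared as well. The real split was the 1 split of the 10 with as many DEGs. It was also the 1 split of the 10 with as small a p for each set other than FoxO signaling. Since 1 of 4 and 1 of 10 are the smallest shares these comparisons can give, these counts cannot exclude chance.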

Differences from the paper's values

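The paper reports 225 DEGs and 124 were found here, and the paper reports 95 downregulated DEGs against 32 here. None of the alternatives set before the data were examined closed either gap. The paper's counts appear to be scaled between libraries and the FPKM of the main fit were not, so the counts of DEGs are not on the same scale. The number of upregulated DEGs was 92 against the paper's 130.

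Of the 27 named genes in the paper's supplementary table, all 27 had the paper's sign. DIO3 had -4.95 against the paper's -8.17, more than the replicate SD of 1.45 apart. Its fatty liver libraries are at the floor, so its fold is a lower bound (at least 213-fold lower on the group means), which is under the paper's fold. DIO3 was within the SD with a pseudocount of 0.1 (-7.03) and with voom (-7.56), and under no other alternative. Voom was chosen after seeing the values. Of the others, 4 differed by more than the replicate SD. The log2 fold change of IRS4 was -0.96 against the paper's -1.35. It was within the SD with a pseudocount of 0.1 (-1.15), libraries scaled to the same median (-1.09), quantile normalization (-1.08), the FPKM rescaled without the 50 most abundant genes (-1.1), without control replicate 3 (-1.17) and without paternal replicate 3 (-1.05), and not under the other 8 alternatives. ATP6V0D2 had 3.5 against the paper's 5.2 and ABCA12 -3.37 against the paper's -4.83, and both were within the SD with a pseudocount of 0.1 alone (5.08 and -4.42). DBI had 1.11 against the paper's 0.94. It was within the SD with libraries scaled to the same median (0.98), quantile normalization (1), the FPKM rescaled (0.94), and without control replicate 2 (1.08), control replicate 3 (1.04), paternal replicate 1 (1.06) and paternal replicate 2 (1.09), and not under the other 7. With voom, an alternative chosen after seeing the values, the log2 fold changes were -1.32 for IRS4, 5.24 for ATP6V0D2, -4.75 for ABCA12 and 0.96 for DBI, which are also within the SD of the paper's values.

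The paper calls ACACA, FADS2, FABP1, APOA4 and IRS4 DEGs, and here their adjusted p was 0.076, 0.087, 0.062, 0.067 and 0.078. ACACA was called without control replicate 3 (adjusted p 0.042, between 0.042 and 0.21 over the 15 refits). FABP1 was called with the replicate block (0.0084), without control replicate 3 (0.0222) and without paternal replicate 1 (0.0389), with a range of 0.0084 to 0.18. APOA4 was called with the replicate block (0.0276) and without control replicate 3 (0.0487), with a range of 0.028 to 0.2. IRS4 was called with voom (0.0495), an alternative chosen after seeing the values, and its adjusted p reached 0.22 over the refits. FADS2 was called in none of the 15 refits. The paper's text counts ACSL5 among the DEGs, its supplementary table does not list it, and its adjusted p here was 0.047. The paper reports enrichment of the FoxO signaling pathway among its DEGs. In the hand-written FoxO signaling set the adjusted p was 0.76, and in Fisher's exact test it was 0.092.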

Other observations

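The tests of the Table 6 rows, of the paralogs, of the thyroid hormone list and of the purine list without the paper's DEGs, and the exact permutations of the lists, were chosen only after the result was seen. The purine list and the neighbouring genes came from reading the paper's DEG table.

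Fewer genes were called on the FPKM than the paper lists. Limma's voom, which weights each value by its depth and also rescales the libraries, called 98 genes. This is fewer than the 124 on the FPKM as deposited and more than the 76, 84 and 85 called on log2 FPKM after scaling, so weighting and scaling are not separated in the comparison with 124. None of these counts reached the paper's 225.

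The higher lipogenic genes in fatty liver were weighed against other differences between the birds. The paper's text gives no feeding state or hour at slaughter. The 15 tested fasting-induced genes had a median log2 fold change of -0.42, with 11 of the 15 lower in fatty liver (cameraPR p = 0.0013, adjusted over 9 lists 0.0057; exact permutation p = 0.3). ANGPTL4 (2.65) and PCK1 (2.33), named after their values were seen, went the other way without passing the threshold. After rescaling the p was 0.0025 (exact permutation p = 0.3). The smallest fall of the median over the 6 fits that each left out 1 library was -0.17. Of the 4 splits that part all same-numbered pairs, 2 gave a p as small. The fall of these genes thus rests in part on single birds. A difference in feeding state remains a candidate explanation and cannot be told apart from the phenotype. For 18 clock genes the absolute statistics gave p = 0.2 (exact permutation p = 0.2) and the signed statistics p = 0.0024 (exact permutation p = 0.2), with 12 of the 18 lower, so time of day is not excluded. The 17 immune cell genes had a median of 0.06, which is -0.06 relative to all tested genes. Their cameraPR p was 0.023, adjusted over 9 lists 0.051, and the exact permutation p was 0.8, so a different share of immune cells is neither shown nor excluded. The stellate and fibroblast list gave p = 0.19 (exact permutation p = 0.7). The red blood cell list had 5 tested genes of 13 and gave p = 0.32 (exact permutation p = 0.8), which cannot decide. Log2 fold change and gene length had a Spearman rho of -0.12 across genes, which are not independent replicates, in the direction of shorter genes being higher. MTTP had a log2 fold change of 0.48 (adjusted p = 0.19).

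The 13 tested genes of the purine synthesis and uric acid list had a median log2 fold change of -0.26, which is -0.38 relative to all tested genes, and 11 of the 13 were lower in fatty liver (cameraPR p = 2.3e-09, adjusted over 9 lists 2.0e-08; exact permutation p = 0.1, the smallest that 10 splits can give). ADSL, ATIC and XDH, named after their values were seen, had log2 fold changes of -2.15, -1.29 and -2.54. After rescaling the p was 1.1e-08 (exact permutation p = 0.1). The median lay at percentile 0.02 of 10000 random lists matched on length and mean expression. Its smallest fall over the 6 fits that each left out 1 library was -0.18. Without the genes of the paper's DEG table the p was 0.024 (exact permutation p = 0.1). The real split was the 1 split of the 4 that part all same-numbered pairs with a p as small. The serine, glycine and one-carbon list did not shift with them (p = 0.1, exact permutation p = 0.6), although PSAT1 and MTHFD1 were lower with an adjusted p under 0.05. Lower expression of purine synthesis genes in these fatty livers is a hypothesis that 3 birds against 3 cannot separate from chance or from the feeding state.

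Genes called in the same direction lay next to each other more often than random placement gives. Of 120 DEGs with a place in the assembly, 10 pairs were adjacent among the tested genes, against a mean of 0.886 in 10000 random draws (share 1e-04, the smallest they can give), and 13 pairs lay within 1 intervening gene. The random placement ignores any shared regulation of neighbours. After rescaling 6 pairs were found against a random mean of 0.33. Without the pairs PLIN4 with PLIN5 and SULT6B1L with SULT, whose symbols share their opening letters, 8 pairs were left, among them GPAM with ACSL5, ABCA12 with ATIC, LOC419409 with FNDC10 and CEP78 with PSAT1. Overlapping or run-on transcripts and variants against the reference were not tested, and no biological explanation was tested.

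DIO3, which encodes an enzyme that inactivates thyroid hormone, was at least 213-fold lower in fatty liver on the group means. The control birds had 10.8, 81 and 48.2 FPKM, so this bound depends on which control birds are counted. Its adjusted p was 0.019 after rescaling, 0.07 without the filter on low values, 0.11 with voom and 0.056 at the most with a library left out, so its call depends on the processing. Its log2 fold change was between -5.76 and -4.36 in the fits without a control library. Leaving out a fatty liver library hardly moved the log2 fold change (between -4.98 and -4.94), since all 3 are at the floor. The call was lost without paternal replicate 2 (adjusted p = 0.056) and without paternal replicate 3 (adjusted p = 0.055). Of the 9 other tested genes of the thyroid hormone list, 8 were higher, with a median log2 fold change of 0.45 (cameraPR p = 0.012, exact permutation p = 0.2). Without THRSP and THRSPB, which are also lipogenic genes, the p of the other 7 was 0.61 (exact permutation p = 0.9). More thyroid hormone action is a candidate explanation, but apart from those lipogenic genes the list did not shift.

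The fragments per 100 clean reads ranged over 5.93 with the rows of Table 6 as labelled. Exchanging the rows of control libraries 2 and 3 gives a range of 1.98, and the smallest of the 36 assignments within groups gives 1.7. An exchange of rows in Table 6 may explain this, but the data cannot tell.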
